# Thyroid Dysfunction, Neurological Disorder and Immunosuppression as the Consequences of Long-term Combined Stress

**DOI:** 10.1038/s41598-018-19564-y

**Published:** 2018-03-14

**Authors:** Jingping Zhang, Jingjing Huang, Kasimujiang Aximujiang, Chenbo Xu, Abulaiti Ahemaiti, Guixia Wu, Li Zhong, Kurexi Yunusi

## Abstract

Stress is a powerful modulator of neuroendocrine, behavioral, and immunological functions. So far, the molecular mechanisms of response to stressors still remain elusive. In the current study, after 10 days of repeated chronic stress (hot-dry environment and electric foot-shock), a murine model of combined-stress (CS) was created in the SPF Wistar rats. Meanwhile, we established an ulcerative-colitis (UC) rat model induced by 2,4,6-trinitrobenzene sulfonic acid (TNBS)/ethanol enema according to previous studies. The blood, hypothalamus, and colon tissues of these rats from CS, normal control (NC), UC and sham (SH) groups, were collected for further investigations. Comparing to the NC group, the serum levels of T3, T4, fT3 and fT4 were obviously decreased in the CS group after chronic stress, indicating that thyroid dysfunction was induced by long-term combined stress. Moreover, the application of RNA-seq and subsequent analyses revealed that neurological disorder and immunosuppression were also caused in the hypothalamus and colon tissues, respectively. Comparing with SH group, besides the induced colon inflammation, thyroid dysfuntion and neurological disorder were also produced in the UC group, suggesting that hypothalamic-pituitary-thyroid (HPT) axis and gastrointestinal system might not function in isolation, but rather, have intricate crosstalks.

## Introduction

Stress is a key response pattern of animal to physical and psychological stressors, which could disturb neuroendocrine, immunological, behavioral, and metabolic functions, and adaptive physiological processes aim at reconstituting a dynamic equilibrium^1,2^. Stress response is controlled by many genetic, developmental and environmental factors^3^. Many studies revealed that stressors had the capacity to influence hypothalamic-pituitary-adrenal (HPA)^4–6^ and hypothalamic-pituitary-thyroid (HPT) axes^7,8^.

HPT axis is an intricate regulatory system. The thyroid gland can produce the thyroid hormone (TH), which is essential for the development, growth, metabolism, and necessary for the normal function of nearly all tissues, with major effects on oxygen consumption and metabolic rate^9^. Circulating TH levels are tightly controlled by a negative feedback within HPT axis, where thyrotrophin-releasing hormone (TRH) from the hypothalamus stimulates production and secretion of thyroid-stimulating hormone (TSH) by the pituitary, which in turn stimulates the synthesis, processing, and release of two forms of TH [predominant thyroxine (T4) and the active form triiodothyronine (T3)] by the thyroid gland. High TH levels signal to suppress TRH and TSH, while a drop in circulating TH will stimulate their synthesis and release. However, thyroid disorders are common in the general population, including iodine-deficient countries, and there was a 2%–8% prevalence of thyroid dysfunction according to previous studies^10^.

Thyroid dysfunction could be caused by many factors, including different kinds of stressors^8,11–13^. To gain further insight into thyroid status under different kinds of stressors, many animal models of stress have been used to assess thyroid function^8,11,13–15^. However, the relationship between the disorder of HPT axis and dysfunction of other organs was not investigated thoroughly. For example, previous study suggested that there might be closed relationships between thyroid disorders and gastrointestinal disorders^9^, but the responsible molecular mechanisms remains unclear.

This study was interested in exploring the possible cross-talks between HPT and gastrointestinal systems. Our unpublished results and previous studies indicated that the typical intense stress model complex with multiple symptoms^12^ make it difficult to explore the cross-talks between two systems. In the current study, we developed a mild combined-stress (CS) model in the SPF Wistar rats by 10 days of repeated chronic stress (hot-dry environment, electric food-shock). It has revealed that these rats of CS model suffered from thyroid dysfunction with decreased serum level of T3, T4, fT3 (free triiodothyronine) and fT4 (free thyroxine), comparing with the normal control (NC) group. Moreover, further investigations indicated that neurological disorder and immunosuppression were also induced in hypothalamus and colon respectively, implying that thyroid disorder might have effect on gut and brain^7,9,16^. In order to test whether the gastrointestinal disorders had effect on HPT axis or not, we also duplicated a TNBS-induced ulcerative-colitis (UC) rat model, according to previous studies^17,18^. The results of experiments demonstrated thyroid dysfuntion with sharply reduced serum levels of T3, T4, fT3 and fT4 in the UC group, suggesting that gastrointestinal disorders would lead to the disorders of HPT axis. Here, we report the results.

## Results

### Histological analysis for hypothalamus and colon sections

Stress response is regulated by many parts of the brain^13^, and stress could induce damage to the colon tissue^19^. Therefore, hypothalamus and colon tissues of the rats from the NC, CS, SH and UC groups were collected to perform slice analysis. In the hypothalamus sections from CS and UC groups, cerebral vascular dilatation and congestion, widened peripheral gap could be observed (Fig. 1A), and some neurons became round, implying some damage might be induced. However, the similar morphological characters could not be found in the NC and SH groups.

**Figure 1:**
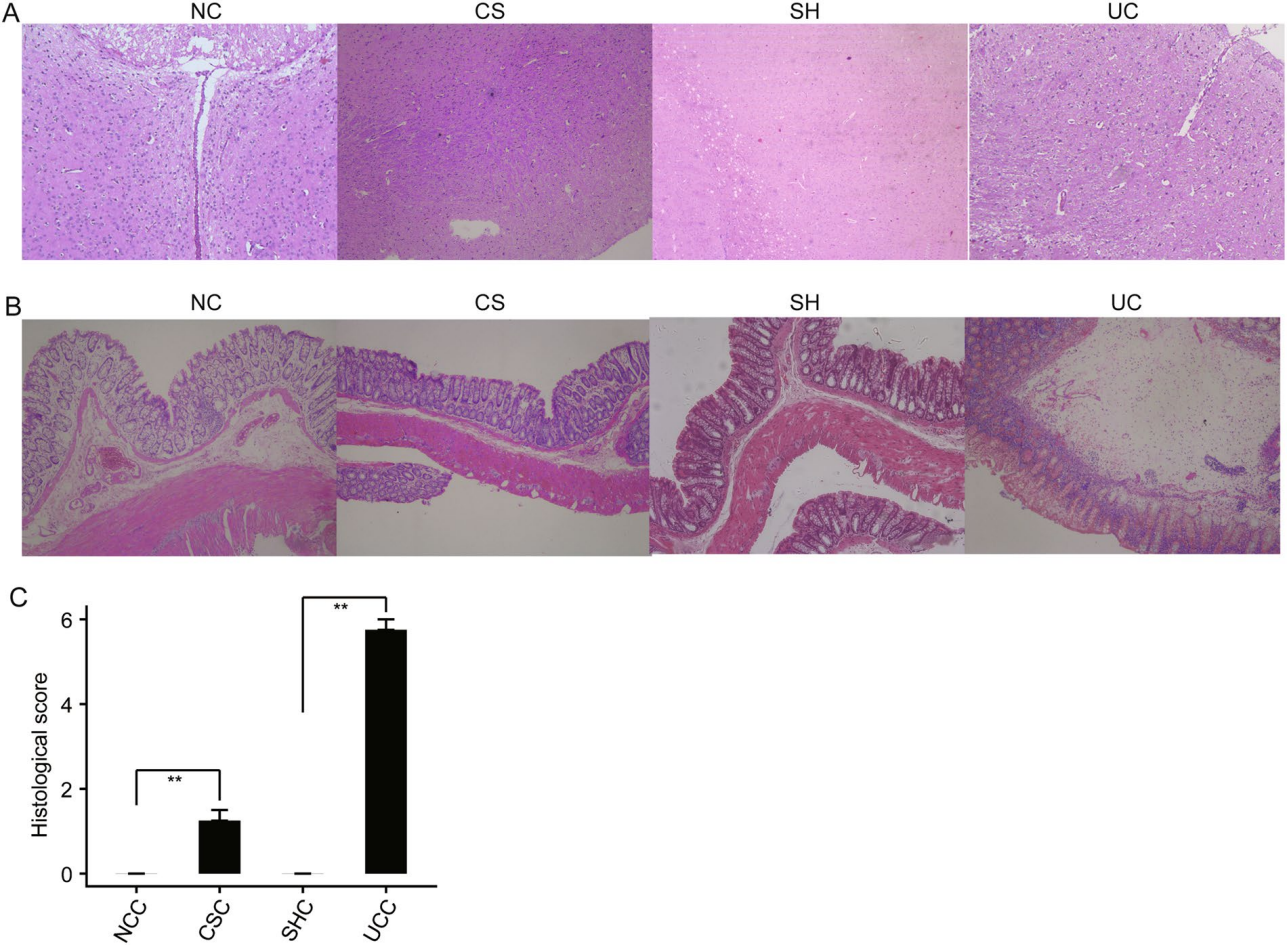
Histological analysis for hypothalamus and colon tissues of rats from normal control (NC), combined-stress (CS), sham(SH) and ulcerative-colitis (UC) groups. (**A**) Microscopic observation of hypothalamus sections from NC, CS, SH and UC groups (HE staining × 20). (**B**) Microscopic observation of colon sections from NC, CS and groups (HE staining × 10). (**C**) Colonic histological score. NCC, normal-control colon; CSC, combined-stress colon; SHC, sham colon; UCC, ulcerative-colitis colon. Results were represented as mean ± SE (n = 4). **P < 0.01, calculated with student’s *t* test.

A small amount of inflammatory cells presented in the mucosa and submucosal layer of colonic tissue from CS group, and there was no obvious difference in the morphological characters, comparing to the NC group (Fig. 1B). In the UC group, degeneration and necrosis of mucosal epithelial cell, and infiltration of mucosal lamina and a large number of neutrophil with cellulose exudation and hemorrhage could be observed (Fig. 1B), indicating that the serious damage was caused by TNBS/ethanol enema. These results were conformed by a quantitative assessment of the morphological manifestation (Fig. 1C). Because no damage was found in hypothalamus and colon sections from the NC and SH groups, it indicated that regular experimental operations would not cause damage to tissues in current study.

### RNA-seq data summary and Exploring Differentially Expressed Genes

Using an Illumina NextSeq. 500, we generated over 0.46 billion pair-end reads (Table S1) for 16 cDNA libraries [combine-stress colon 1 (CSC1), combine-stress hypothalamus 1 (CSH1), combine-stress colon 2 (CSC2), combine-stress hypothalamus 2 (CSH2), ulcerative-colitis colon 1 (UCC1), ulcerative-colitis hypothalamus 1 (UCH1), ulcerative-colitis colon 2 (UCC2), ulcerative-colitis hypothalamus 1 (UCH2), normal control colon 1 (NCC1), normal control colon 2 (NCC2), normal control hypothalamus 1 (NCH1) normal control hypothalamus 2 (NCH2), sham hypothalamus 1(SHH1), sham hypothalamus 2 (SHH2), sham colon 1(SHC1), and sham colon 2 (SHC2)], corresponding to an average of 28.8 million reads per sample. 

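Polyadenylated RNA from the hypothalamus and the colon of Wistar rats was sequenced in 8 groups of 2 libraries each, and each library was made from the pooled organs of 3 rats from the same cage, so n = 2 pools per group throughout. The CS rats had 10 days of combined stress, a hot-dry environment with electric foot-shock. The UC rats had an enema of TNBS (a hapten that sets off colitis) in ethanol 24 h before tissue was taken, the SH rats had a sham enema, and the NC rats were left untreated. The hypothalamus libraries are named thalamus in one of the sample labels and hypothalamus in another and in the paper, and they are treated as hypothalamus here. The values used are a table of read counts and a table of RPKM for the 21635 genes the authors list, each identified by an Ensembl gene ID. The counts summed to 10027189 and 10288996 in the NCH libraries, 10208344 and 13780110 in CSH, 10066765 and 11064173 in SHH, and 10994592 and 11704915 in UCH. In colon they summed to 12522187 and 13709998 in NCC, 13131493 and 13409700 in CSC, 8247860 and 10225175 in SHC, and 11286035 and 12015660 in UCC. From the counts, differential expression was tested with edgeR's quasi-likelihood test after TMM normalization, in one fit per tissue over its 8 libraries, and p-values were adjusted by the Benjamini-Hochberg method. Genes with RPKM under 0.1 in every library or without a count in the tissue were left out. The files do not pair gene IDs with gene names, so only the 6 genes whose ID the paper prints are named, and no gene list could be tested.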

Using TopHat^20^, 70.1% of all reads were successfully mapped against the current rat reference genome (Rattus_norvegicus.Rnor_5.0.dna.toplevel.fa.gz) (Table S2).

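The share of reads mapped differed between the SH libraries and the others in the paper's Tables S1 and S2. The 4 SH libraries had 38960030 to 42188522 raw reads, of which 45.6% to 57.1% were clean, and 55.4% to 59.9% of their clean reads were mapped. The other 12 libraries had 22282616 to 27469092 raw reads, 70.8% to 84.5% of them clean, with 75.7% to 83.0% of the clean reads mapped. No SH library overlapped the others in any of these measures, in either tissue. The counts came to 85.2% to 96.5% of the reads that Table S2 gives as uniquely mapped. The deposited RPKM were scaled to those uniquely mapped reads. The library total that the RPKM imply, known up to a constant for gene length, was 0.905 times the uniquely mapped reads in each of the 16 libraries.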

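At P of at most 0.01 and a fold change of at least 1.5, the thresholds the paper states, edgeR's quasi-likelihood test gave 41 genes in CSH vs. NCH, 2175 in UCH vs. SHH, 500 in CSC vs. NCC and 5397 in UCC vs. SHC. With NC as the control in place of SH, UCH gave 227 genes, 132 higher and 95 lower, and UCC gave 5731. The tests covered 19430 genes in hypothalamus and 19581 in colon. The 2 libraries of a group had a Pearson correlation of log2 CPM across genes of 0.985 to 0.994, and no pair was identical. With 1 library left out, CSH vs. NCH gave 75 genes without CSH replicate 2, 77 without NCH replicate 1 and 80 without NCH replicate 2, and CSC vs. NCC gave 246 without CSC replicate 2. With other tests, CSH vs. NCH gave 17 genes in DESeq2, 80 in edgeR's exact test and 107 in the earlier form of the quasi-likelihood test (legacy), and CSC vs. NCC gave 777 in the exact test.

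**Figure D1:**
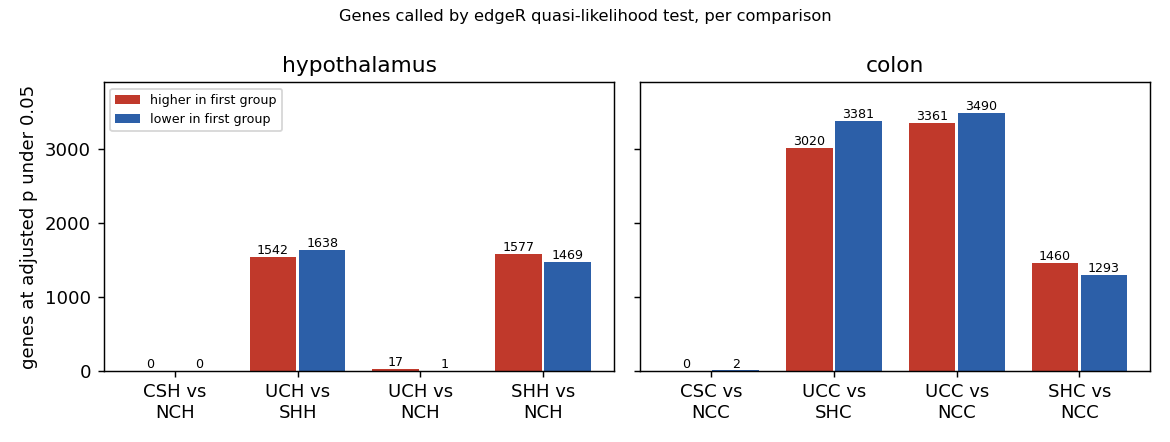
Number of genes at an adjusted p under 0.05 from edgeR's quasi-likelihood test, for 4 comparisons in hypothalamus and 4 in colon, with genes higher in the first group in red and genes lower in it in blue. UCC vs. NCC has the most, with 6851 genes.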

Using software edge R^21^, a total of 304, 3259, 1171 and 5423 differentially expressed genes (DEGs) (FC ≥ 1.5, *P*** ≤ **0.01) were detected in the comparisons of *CSH* vs. *NCH*, *UCH* vs. *SHH*, *CSC* vs. *NCC* and *UCC* vs. *SHC* respectively (Table S3, Fig. 2).

**Figure 2:**
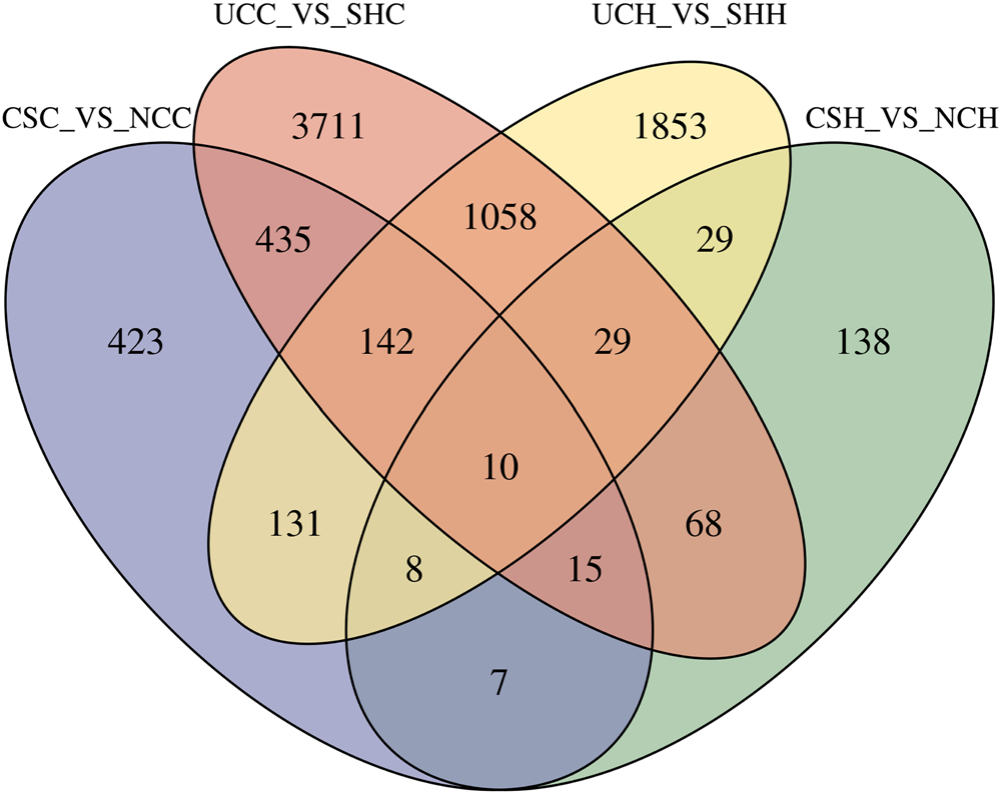
Venn diagrams of differentially expressed genes (fold change ≥ 1.5, P*-value* < 0.01) among comparisons for hypothalamus and colon tissues of rats from normal-control (NC), combined-stress (CS), sham (SH) and ulcerative-colitis (UC) groups. CSC, combined-stress colon; CSH, combined-stress hypothalamus; UCC, ulcerative-colitis colon; UCH, ulcerative-colitis hypothalamus; NCC, normal-control colon; NCH, normal-control hypothalamus. SHH, sham hypothalamus; SHC, sham colon.

### Thyroid dysfunction was induced in CS group

In our former experiments, the cortisol levels and behavioral endpoints were investigated, but we found that there were no significant differences between CS and NC groups after chronic CS (data not shown). Previous study revealed that chronic stress could induce the dysfunction of thyroid^8,12^. In order to explore the thyroid function of the rats from the CS group, the serum concentrations of T3, T4, fT3 and fT4 were investigated after 10 days of repeated CS (Fig. 3A). Comparing with the NC group, it revealed that the serum levels of T3, T4, fT3 and fT4 were all reduced obviously in the CS group, indicating that thyroid dysfunction was induced by the chronic CS.

**Figure 3:**
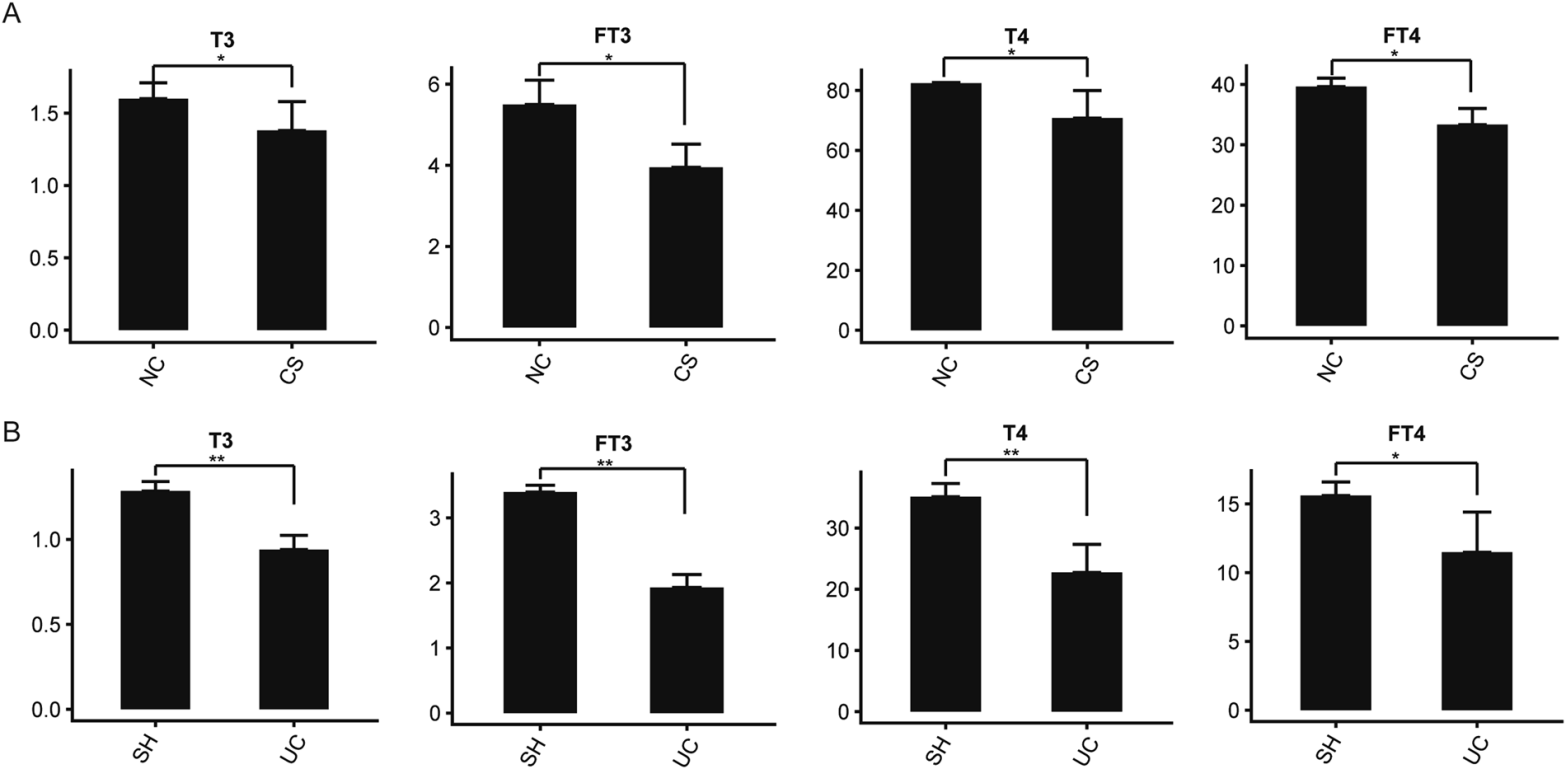
The detection for thyroid function of rats from normal-control (NC), combined-stress (CS), sham (SH) and ulcerative-colitis (UC) groups. (**A**) and (**B**) Serum levels of T3, T4, fT3 and fT4 in four groups. Results were represented as mean ± SE (n = 8). *P < 0.05, **P < 0.01, calculated with student’s *t* test.

### Neurological disorder was induced in the CS group

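In hypothalamus, 15 genes were higher and 26 lower in CSH than in NCH at the paper's thresholds in edgeR's quasi-likelihood test. Of these, 31 had a fold change of at least 2, with 12 higher and 19 lower. DESeq2 gave 5 higher and 12 lower, and edgeR's exact test gave 33 higher and 47 lower.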

The histological analysis above suggested that some damage might be induced in the hypothalamus tissues of rats from CS group after the combined stress (Fig. 1A), and there were 304 DEGs in *CSH vs. NCH* (Fig. 2 and Table S3). Thus, KEGG pathways analysis of these DEGs was carried out (Fig. 4A,C and E). It showed that 15 KEGG terms (P < 0.05) were identified (Table S4). As is known to all, “*neuroactive ligand-receptor interaction*” (ID: rno04080), “*serotonergic synapse*” (ID: rno04726), “*dopaminergic synapse*” (ID: rno04728), and “PI3K-Akt signaling pathway” (rno04151) terms are involved in the nervous system, which are related to stress response. 

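After adjustment over all genes tested, 0 genes passed between CSH and NCH at an adjusted p under 0.05 in edgeR's quasi-likelihood test, and DESeq2 and edgeR's exact test also called 0. At an unadjusted p under 0.05 the quasi-likelihood test gave 510 genes, fewer than the 972 that an even spread of p over the 19430 genes tested would give, DESeq2 gave 217 and the exact test gave 418. The earlier form of the quasi-likelihood test (legacy) called 31 genes, and without CSH replicate 2 the test called 2. In data simulated for this comparison from the real means and spread, 18965 genes were run. The test called 89 of 100 genes changed 4-fold and 60 of 100 genes changed 2-fold. The changed genes were drawn only from those above a set minimum mean count, so genes with few counts are not covered. Of the unchanged genes, 4.40% had an unadjusted p under 0.05 in the same test. That is a larger share than the 510 of 19430 genes in the real comparison, so these rates may be too high for the real data. Of the 4 pathways named, the first lists Cga and Tshb, and its other members are given by symbol and were not analysed here. The paper reasons from the histology of the CS hypothalamus, which was not analysed here, and from the KEGG terms of its DEGs to the nervous system of the CS rats.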

The abnormalities of these functional pathways suggested that long-term CS might have induced neurological disorder of the brain in CS group.

**Figure 4:**
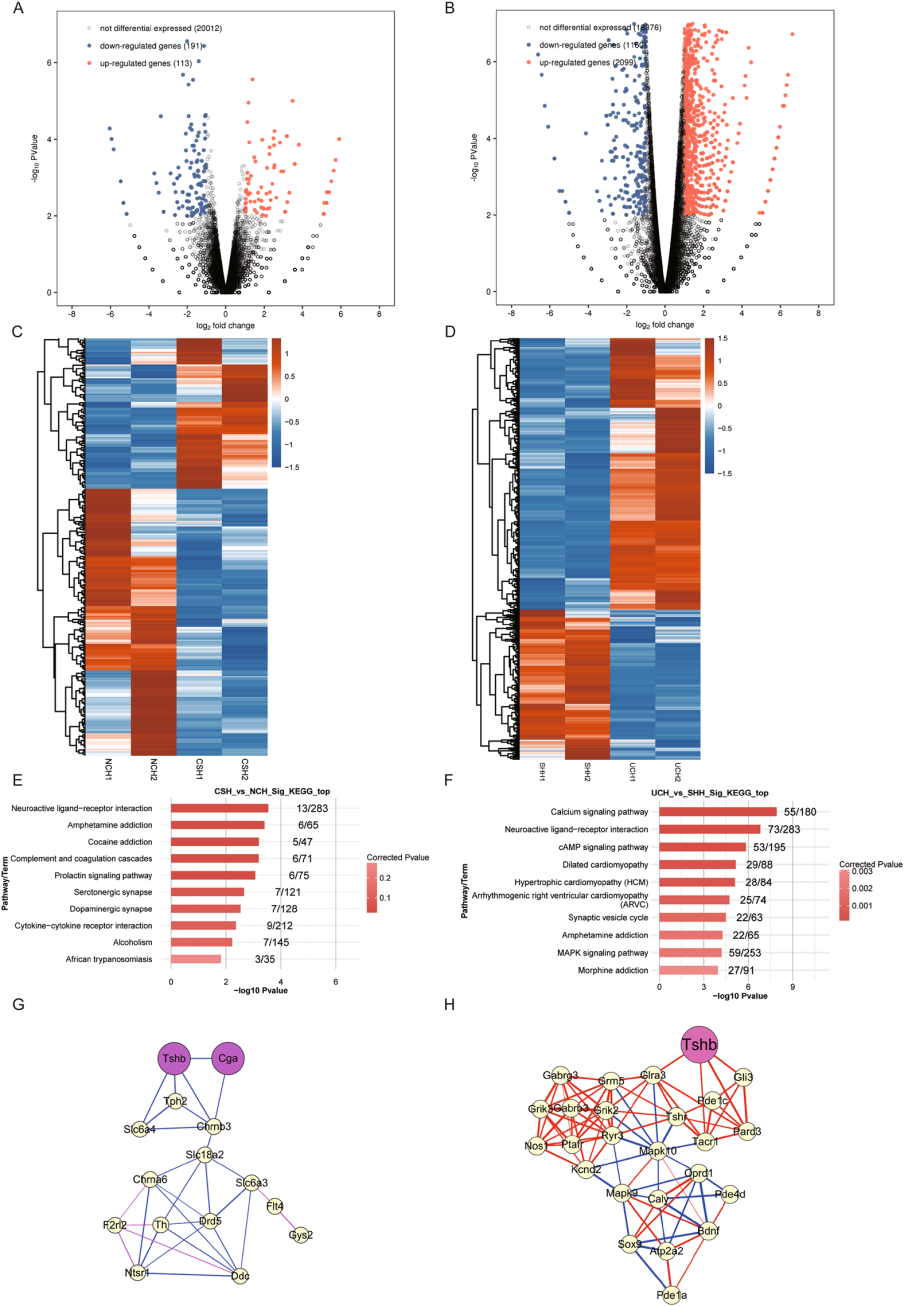
Investigations on differentially expressed genes (DEGs) for hypothalamus tissues from normal-control (NC), combined-stress (CS), sham (SH) and ulcerative-colitis (UC) groups. (**A**) and (**B**) Volcano plots indicate gene expression in *CSH vs. NCH* and *UCH vs. SHH*, respectively. The x-axis represents the log_2_ fold of changes (FC), while the y-axis represents the −log_10_ significant of difference (P-value).Genes with significant differential expression were shown in red (up-regulated gene) or blue (down-regulated gene), and genes that were not significantly differentially expressed were shown in black. A FC of log_2_ration ≥ 1.5 and P*-*value < 0.01 were set as threshold to determine the genes undergone differential expression. (**C**) and (**D**) The heat-maps for DEGs from *CSH vs. NCH* and *UCH vs. SHH*, respectively. (**E**) and (**F**) KEGG analyses of DEGs from *CSH vs. NCH* and *UCH vs. SHH*, respectively. Only the top 10 terms are listed here. (**G**) and (**H**) The network analyses under the Pearson correlation coefficients (PCCs) of these DEGs (PPC ≥ 0.95, P < 0.05) enriched in selected KEGG terms from *CSH vs. NCH* and *UCH vs. SHH*, respectively. The nodes represent DEGs. Blue and pink lines represent positive and negative correlations, respectively. CSH, combined-stress hypothalamus; UCH, ulcerative-colitis hypothalamus; SHH, sham hypothalamus; NCH, normal-control hypothalamus.

To our surprise, we found that *CGA* (*ENSRNOG00000009269*) and *TSHB* (*ENSRNOG00000016793*), which encode the α and β subunits of TSH respectively, were DEGs and enriched in “*neuroactive ligand-receptor interaction*” term. 

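Cga (ENSRNOG00000009269) encodes the α subunit that TSH shares with other glycoprotein hormones, and Tshb (ENSRNOG00000016793) encodes the β subunit that is specific to TSH. Cga had a mean of 9.94 ± 13.5 RPKM in CSH and 3.54 ± 4.48 RPKM in NCH (SD, n = 2 pools each), from 208 and 3 counts in CSH replicates 1 and 2 and from 3 and 52 in NCH. Tshb had a mean of 2.08 ± 2.94 RPKM in CSH and 0.385 ± 0.332 RPKM in NCH (SD, n = 2 pools each), from 36 and 0 counts in CSH and from 1 and 4 in NCH. A count of 0 allows up to 3 counts, for counting error only, so in Tshb a difference of CSH replicate 2 from NCH was not detectable at this depth. The log2 fold change of CSH against NCH was 1.64 for Cga (standard error 1.96) and 2.55 for Tshb (standard error 1.50), each with an adjusted p of 1 from edgeR's quasi-likelihood test. For both genes the spread between the CSH pools was larger than the difference between the group means. Without CSH replicate 1 the log2 fold change of Cga was -3.12 (adjusted p of 1 from the same test), and the CSH library left had no count of Tshb. The legacy form of the test called Cga, and over the alternatives the adjusted p ranged from 0.00113 to 1 for Cga and from 0.994 to 1 for Tshb.

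**Figure D2:**
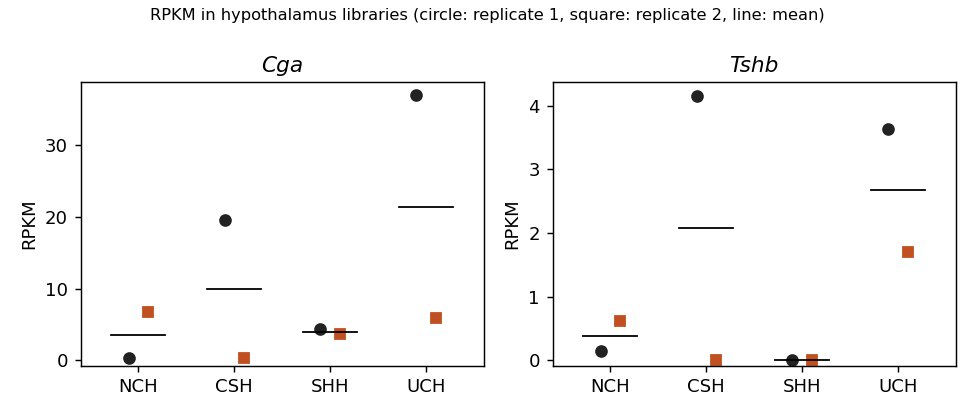
RPKM of Cga and Tshb in each hypothalamus library, on linear axes, by group, with replicate 1 as a circle, replicate 2 as a square and the group mean as a line. Cga is at 19.51 and 0.37 RPKM in the CSH libraries and at 0.37 and 6.7 RPKM in the NCH libraries.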

The expression of the two genes was up-regulated in the CS group, and the expression levels were extremely low in the NC group. Generally, TSH is always produced in the pituitary gland, so the abnormal expression of *CGA* and *TSHB* in hypothalamus implied the disorder of HPT axis in the CS group.

Furthermore, the network was constructed under the Pearson correlation coefficients (PCC) of these DEGs (PPC ≥ 0.95, P < 0.05), which were enriched in the 4 KEGG terms above (Fig. 4G). It was found that the *CGA* and *TSHB* were node genes of the network, suggesting that abnormal expression of TSH in hypothalamus might be an important molecular mechanism of response to chronic stress.

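Tshb and Cga varied together over the hypothalamus libraries. Over all 8 libraries, their RPKM had a Pearson r of 0.861 (exact permutation test over all pairings, two-sided, p = 0.0149) and a Spearman rho of 0.810 (exact permutation test, p = 0.0219). The permutations in this paragraph ran across groups, so a difference between groups in both genes also counts toward the p-values. Without CSH replicate 1 and UCH replicate 1, which are farthest from the median of Tshb, r was 0.593 (exact permutation test, p = 0.20) and rho was 0.585 (p = 0.23), so the relation did not pass in the 6 libraries left, which span a narrower range of Tshb, and its call rests on those 2 libraries. Over the 6 libraries of NCH, CSH and UCH, r was 0.859 (exact permutation test, p = 0.0278) and rho was 0.870 (p = 0.0333), and the 2 SHH libraries are too few for a value of their own. This pair of genes was the only relation computed, and no correlation was computed over the 4 libraries of one comparison. From the place of both genes in its network, the paper proposes that abnormal expression of TSH in hypothalamus might be an important mechanism of the response to chronic stress.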

### Immunosuppression was induced in the CS group

Although histological analysis indicated that there was no obvious damage in the colonic tissue from CS group after chronic stress, there were 1171 DEGs in *CSC vs. NCC* (Table S3, Fig. 2). 

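In colon, 181 genes were higher and 319 lower in CSC than in NCC at the paper's thresholds. After adjustment over all genes tested, 2 genes passed at an adjusted p under 0.05 in edgeR's quasi-likelihood test, and both fell in CSC. They are given by ID, since the files do not pair it with a name, and were picked after their values were seen. ENSRNOG00000003312 had a log2 fold change of -1.99 (standard error 0.26, adjusted p = 0.0456) and ENSRNOG00000042592 one of -1.14 (standard error 0.15, adjusted p = 0.0456 from the same test). Neither stayed called without CSC replicate 1, CSC replicate 2 or NCC replicate 1, with filterByExpr or with only the 4 libraries compared. Both stayed called with DESeq2, RLE size factors, no filter on low values, the replicate block, legacy quasi-likelihood and the exact test. At an unadjusted p under 0.05 the quasi-likelihood test gave 2027 genes. An even spread of p over the 19581 genes tested would give 979. DESeq2 called 277 genes, 64 higher and 213 lower, and the exact test called 345 genes, 66 higher and 279 lower. With 1 library left out, the quasi-likelihood test called 0 genes without CSC replicate 1, with 1434 genes at an unadjusted p under 0.05, 1 gene without CSC replicate 2, 5 without NCC replicate 1 and 138 without NCC replicate 2. In data simulated for this comparison, the test called 80 of 100 genes changed 4-fold and 40 of 100 genes changed 2-fold, out of 19156 genes run. The changed genes were drawn only from those above a set minimum mean count, so genes with few counts are not covered.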

In order to explore this phenomenon, KEGG pathways analysis of DEGs from *CSC* vs. *NCC* was performed. It showed that 25 enriched terms were identified (P < 0.05) (Table S5, Fig. 5A,C and E). Among these terms, “*primary immunodeficiency*” (ID: rno05340), “*intestinal immune network for IgA production*” (ID: rno04672), “*complement and coagulation cascades*” (ID: rno04610), “*chemokine signaling pathway*” (ID: rno04062), “*cytokine-cytokine receptor interaction* (ID: rno04060), “*NF-kappa B signaling pathway*” (ID: rno04064), “*T cell receptor signaling pathway*” (ID: rno04660), and “*B cell receptor signaling pathway*” (ID: rno04662) terms are associated with immune system, suggesting that the chronic stress may affect the immune system of the rats from CS group indeed.

**Figure 5:**
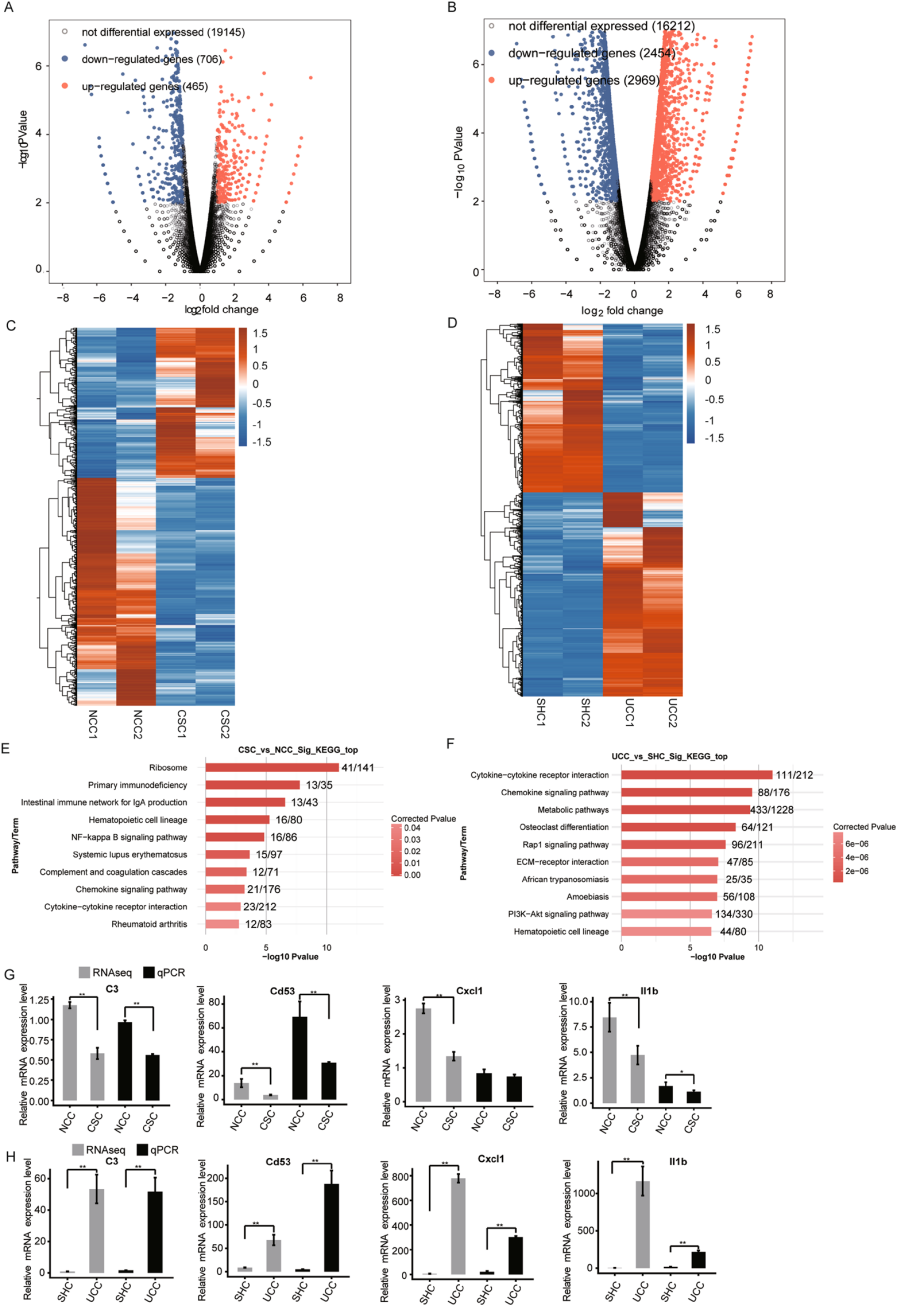
Investigations on differentially expressed genes (DEGs) in colon tissues from normal-control (NC), combined-stress (CS) and sham (SH) ulcerative-colitis (UC) groups. (**A**) and (**B**) Volcano plots indicate gene expression in *CSC vs. NCC* and *UCC vs. SHC*, respectively. The x-axis represents the log_2_ fold of changes, while the y-axis represents the -log_10_ significant of difference (P-value). Genes with significant differential expression were shown in red (up-regulated gene) or blue (down-regulated gene), and genes that were not significantly differentially expressed were shown in black. (**C**) and (**D**) The heat-maps for DEGs from *CSC vs. NCC* and *UCC vs. SHC*, respectively. (**E**) and (**F**) KEGG analyses of DEGs from *CSC vs. NCC* and *UCC vs. SHC*, respectively. Only the top 10 terms are listed here. (**G**) and (**H**) The mRNA expression levels of *C3*, *CD53*, *Cxcl1* and *IL1b* determined by high-throughput sequencing and qRT-PCR in four groups. RPKM (reads per kilobase per million mapped reads) was used to calculate the expression levels of genes in RNA-seq data, and mRNA expression levels of genes were normalized with the *GAPDH* gene CSC, combined-stress colon; UCC, ulcerative-colitis colon; SHC, sham colon; NCC, normal-control colon. Results were represented as mean ± SE. *P < 0.05; **P < 0.01, calculated with student’s *t* test.

Furthermore, most of these DEGs including *CD53* (*ENSRNOG00000017874*), *Cxcl1* (*ENSRNOG00000002802*), *C3* (*ENSRNOG00000046834*) and *IL1b* (*ENSRNOG00000004649*) (Table S3), which belong to these terms associated with immune system, were down-regulated in the CS group (Fig. 5G), comparing with NC group. 

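Of the 4 immune genes, C3, Cd53 and Cxcl1 had lower values in both CSC libraries than in either NCC library, and Il1b overlapped. Cd53 (ENSRNOG00000017874), a tetraspanin of the surface of leukocytes, had 7.35 ± 1.15 RPKM in CSC and 22.9 ± 12.2 RPKM in NCC (SD, n = 2 pools each), a log2 fold change of -1.66 (standard error 0.46). Cxcl1 (ENSRNOG00000002802), a chemokine that attracts neutrophils, had 1.50 ± 0.25 RPKM in CSC and 2.87 ± 0.45 RPKM in NCC, a log2 fold change of -1.01 (standard error 0.29). C3 (ENSRNOG00000046834), the central component of complement, had 0.71 ± 0.11 RPKM in CSC against 1.40 RPKM in both NCC libraries, a log2 fold change of -0.99 (standard error 0.30). Il1b (ENSRNOG00000004649), a proinflammatory cytokine, had 5.72 ± 2.49 RPKM in CSC and 9.51 ± 3.10 RPKM in NCC, a log2 fold change of -0.75 (standard error 0.45). None of the 4 passed at an adjusted p under 0.05 in edgeR's quasi-likelihood test, with adjusted p of 0.306 for Cd53, 0.213 for Cxcl1, 0.247 for C3 and 0.65 for Il1b. DESeq2 called Cd53 (adjusted p = 5.4e-05) and C3 (adjusted p = 0.0243), and over the alternatives the adjusted p ranged from 5.4e-05 to 0.834 for Cd53 and from 0.0243 to 0.755 for C3.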

Immune systems are essential for animals, and the normal expression levels of cytokines and other immunity-related genes are important for health. Therefore, it could be concluded that the chronic combined stress could induce immunosuppression, with suppressing the production of proinflammatory cytokines and chemokines and downregulating the production of cytokines necessary for the generation of adaptive immune responses.

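The NCC libraries differed from each other in Cd53, with 699 counts in replicate 1 and 341 in replicate 2, while the CSC libraries had between 156 and 191. The log2 fold change of Cd53 was -0.96 without NCC replicate 1 and -2.13 without NCC replicate 2, where its adjusted p was 0.0248 in edgeR's quasi-likelihood test. Over all genes, those lower in CSC at the paper's thresholds numbered 211 without NCC replicate 1 and 453 without NCC replicate 2, and those higher numbered 343 and 133. Cxcl1 rested on 16 and 21 counts in CSC and on 31 and 41 in NCC. The effect of CS on these genes in hypothalamus was tested against that in colon, as an interaction over all 16 libraries. That test takes the pools of both tissues as independent. By the paper's account of harvesting, the pools appear to come from the same rats, and this pairing was left out of the fit. The interaction did not pass for Cd53 (log2 difference, colon minus hypothalamus, of -1.80, standard error 0.52, adjusted p = 0.615 from edgeR's quasi-likelihood test) nor for C3 (-0.83, standard error 0.43, adjusted p = 0.956), and Cxcl1 and Il1b had 8 counts or fewer in every CSH and NCH library. From immune KEGG terms and the lower expression of cytokines, chemokines and other immune genes, the paper concludes that chronic combined stress can induce immunosuppression. It also measured Cd53, Cxcl1, C3 and Il1b by qRT-PCR on the same RNA, which was not analysed here.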

### Thyroid dysfunction was induced in the UC group

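In colon, 3020 genes were higher and 3381 lower in UCC than in SHC at an adjusted p under 0.05 in edgeR's quasi-likelihood test. At P of at most 0.01, 1938 genes had at least a 2-fold higher and 1870 at least a 2-fold lower value. UCC against NCC, a comparison without the SH libraries and their other read statistics, gave 3361 genes higher and 3490 lower. Of these, 2215 were also higher and 2315 also lower in UCC than in SHC, where independent lists would share 518 and 603, but part of the excess may come from the UCC libraries that both comparisons use.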

The histological analysis revealed that serious damage was caused after TNBS/ethanol enema, and a large number of DEGs were identified in *UCC vs. SHC*. KEGG analysis of the DEGs showed that 125 enriched terms were obtained (P < 0.05) (Table S6). Many functional terms were associated with immune system, including lots of DEGs which encoded cytokines and chemokines. The expression levels of these cytokines and chemokines in UC group were up-regulated comparing with the SH group (Fig. 5H), indicating that the inflammatory response was induced after TNBS/ethanol enema in the UC group.

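Il1b, Cxcl1, C3 and Cd53 were all up-regulated in UCC, and for each gene both UCC libraries were above both SHC libraries. Il1b had 1342 ± 440.5 RPKM in UCC and 3.97 ± 0.96 RPKM in SHC (SD, n = 2 pools each), a log2 fold change of 8.37 (standard error 0.51, adjusted p = 5.82e-05 from edgeR's quasi-likelihood test). Cxcl1 had 814 ± 58.0 RPKM in UCC and 5.80 ± 0.82 RPKM in SHC, a log2 fold change of 7.06 (standard error 0.19, adjusted p = 1.61e-10 from the same test). For C3, 75.5 ± 25.3 RPKM in UCC stood against 1.31 ± 0.15 RPKM in SHC, a log2 fold change of 5.78 (standard error 0.26, adjusted p = 3.0e-08). Cd53 had 103 ± 36.2 RPKM in UCC and 13.8 ± 0.33 RPKM in SHC, a log2 fold change of 2.82 (standard error 0.46, adjusted p = 0.00505). Against NCC in place of SHC, the log2 fold changes were 7.12 for Il1b, 8.13 for Cxcl1, 5.73 for C3 and 2.14 for Cd53, and all 4 genes passed the test there too. From the rise of cytokines and chemokines, beside the colon damage seen in histology, the paper concludes that an inflammatory response followed the TNBS/ethanol enema. It also measured these 4 genes by qRT-PCR. Neither the histology nor the qRT-PCR was analysed here.

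**Figure D3:**
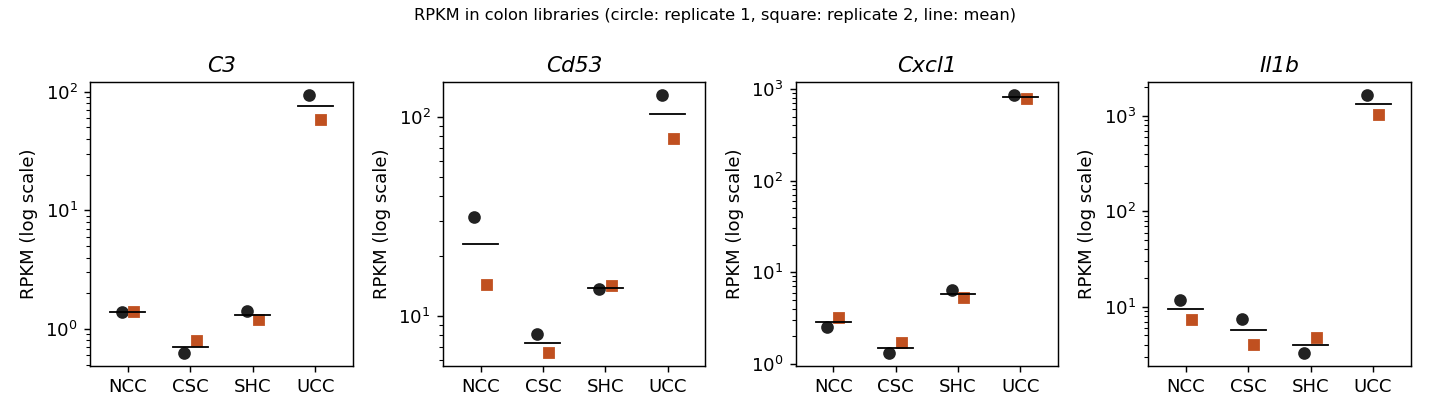
RPKM of C3, Cd53, Cxcl1 and Il1b in each colon library, on log axes, by group, with replicate 1 as a circle, replicate 2 as a square and the group mean as a line. The UCC libraries are the highest for all 4 genes, with Il1b at 1653.46 and 1030.5 RPKM.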

In order to explore whether the gastrointestinal diseases could affect the HPT axis or not, the thyroid function of rats from the UC group was also detected (Fig. 3B). The results revealed that the levels of T3, T4, fT3 and fT4 were all decreased greatly in the UC group, comparing with the SH groups, indicating that serious thyroid dysfunction was induced by the UC. In addition, KEGG analysis of DEGs from *UCH* vs. *SHH* was also carried out, with 49 enriched terms being identified (P < 0.05) (Table S7; Fig. 4B,D and F). 

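In hypothalamus, edgeR's quasi-likelihood test called 1542 genes higher and 1638 lower in UCH than in SHH at an adjusted p under 0.05. Against NCH in place of SHH it called 18 genes, 9 of them also called against SHH, and 1504 genes had an unadjusted p under 0.05. NCH against SHH called 1469 genes higher and 1577 lower, of which 991 were also higher and 1145 also lower in UCH than in SHH. Independent lists of these sizes would share 117 and 133, but part of the excess may come from the SHH libraries that both comparisons use. The log2 fold changes of both comparisons had a covariance across genes of 1.01 and a correlation of 0.65, where 20 draws of unchanged groups with these shared libraries gave 0.42 and 0.50 on average, and genes are not independent replicates. With 1 library left out, UCH vs. SHH gave 1046 genes without SHH replicate 2, 1746 without SHH replicate 1 and 1581 without UCH replicate 2. The SH libraries had other read numbers and mapped shares than the UC and NC libraries, so that difference and the condition cannot be told apart in UCH vs. SHH.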

Multiple genes were enriched in “dopaminergic synapse” (ID: rno04728), “*neuroactive ligand-receptor interaction*” (ID: rno04080), “*serotonergic synapse*” (ID: rno04726), “cAMP signaling pathway” (ID:rno04024), and “calcium signaling pathway” (ID: rno04020) terms. Moreover, the network was constructed under the PCCs of these DEGs (PPC ≥ 0.95, P < 0.05), which were enriched in the 5 KEGG terms above. It indicated that *TSHB* was the node gene of the network (Fig. 4H). Hence, it suggested that UC might have the capacity to induce the disorder of HPT axis.

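Tshb had 27 and 12 counts in the UCH libraries and 0 in both SHH libraries. Its mean in UCH was 2.67 ± 1.36 RPKM (SD, n = 2 pools). With a floor of 3 counts per SHH library, its mean normalized count in UCH was 5.28 times the floor. The floor allows for counting error in SHH only and not for the spread between the UCH pools, so 5.28 is not a lower limit. Tshb did not pass in edgeR's quasi-likelihood test over all 8 hypothalamus libraries, with an adjusted p of 0.147. With the 4 libraries of UCH and SHH alone the adjusted p was 0.023 in the same test and 4.86e-05 in edgeR's exact test. Over the alternatives it ranged from 4.86e-05 to 0.738, the highest with NCH in place of SHH as the control. From the thyroid hormones, the KEGG terms and Tshb as a node gene of its network, the paper proposes that UC might be able to induce disorder of the HPT axis.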

## Discussion

Stress is an important response pattern of animals to different kinds of stressors, which could be acute or chronic. Chronic stress has been an important factor in the development of psychopathology, for it can influence multiple physiological processes. Exposure to stressful events is able to disrupt the normal regulation of neuroendocrine axes, and most researches in this field have been mainly focused on the classic HPA axis^4^. However, recent increasing evidences indicated that HPT axis could also be in response to stress^8,12,14,22^, and thyroid disorders might be induced^11^. In the current study, after chronic stress, a CS model was created in the SPF Wistar rats. Further investigations indicated that CS model rats might suffer from declined thyroid activity without clear symptoms. Therefore, this study has provided new evidence that stress has the possibility to induce thyroid dysfunction. For the reason that the TH is necessary for the normal function of nearly all tissues, thyroid dysfunction might influence many other organs and even lead to the dysfunction of these organs^9,23–25^. In the CS model rats, the dysfunction of hypothalamus and colon was also identified, suggesting that this model might be used widely in many further studies.

Inflammatory bowel disease (IBD) is defined as a chronic intestinal inflammation, and has a high prevalence in general population. Ulcerative colitis (UC), characterized by inflammation confined to the large intestine, is one of the most common IBDs^26^. Although some studies have demonstrated an obvious increase in the prevalence of thyroid dysfunction in patients with UC compared with the prevalence in the general population, it was still uncertain whether the UC could induce thyroid dysfunction or not^27–29^. In the current study, we duplicated a TNBS-induced UC rat model according to previous studies^17,18^, and subsequent experiments revealed that thyroid dysfunction could be induced in the rats with UC. Thus, our study presented an important evidence suggesting that there might be some cross-talks between the gastrointestinal system and thyroid. Actually, both thyroid dysfunction and disorder of gastrointestinal system are common in general population, so it is necessary to explore their intricate relationship both in heath and disease, in the future.

As we know, thyroid dysfunction with decreased levels of T3, T4, fT3 and fT4 would influence the expression levels of TRH and TSH, which are produced by hypothalamus and pituitary respectively. From the RNA-seq data, although the *TRH* was not DEG both in *CSH vs. NCH* and *UCH vs. SH H*, the expression levels of *TRH* decreased and increased in CS and UC groups respectively, comparing with the NC group. Without RNA-seq data from pituitary tissue, we could not analyze the expression levels of *TSH* perfectly in the current study. But interestingly, the *CGA* and *TSHB*, which encode the α and β subunits of TSH respectively, were DEGs both in *CSH vs. NCH* and *UCH vs. SHH* (Table S3), and the expression levels of the two genes obviously increased both in CS and UC groups, comparing with the extremely low expression level in the NC and SH group. 

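In UCH vs. SHH, Cga had 49 and 329 counts in the UCH libraries and 30 and 33 in the SHH libraries. Its mean was 21.4 ± 22.0 RPKM in UCH and 4.02 ± 0.467 RPKM in SHH (SD, n = 2 pools each), a log2 fold change of 2.28 (standard error 1.76, adjusted p = 0.497 from edgeR's quasi-likelihood test). Without UCH replicate 1 the log2 fold change was 0.36. The legacy form of the test (adjusted p = 7.09e-12) and edgeR's exact test (adjusted p = 0.00438) called Cga, and over the alternatives the adjusted p ranged from 7.09e-12 to 1.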

The abnormal expression of TSH in hypothalamus tissues might be induced by CS or UC in two groups, and bad for health. Hence, it could be further concluded that dysfunction of HPT axis could be induced by both CS and UC, and there might be an intricate relationship between gastrointestinal system and HPT axis.

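Against NCH, the log2 fold change in UCH was 2.63 for Cga (standard error 1.79, adjusted p = 0.838) and 2.77 for Tshb (standard error 1.46, adjusted p = 0.738 from edgeR's quasi-likelihood test), so neither passed. Both UCH libraries were above both NCH libraries in Tshb. In Cga they overlapped, with 36.95 and 5.86 RPKM in UCH and up to 6.7 RPKM in NCH. In colon, Tshb had 0 counts in every library, and Cga had 2 counts in CSC replicate 1 and 0 in the others.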

## Materials and Methods

### Ethics statement

The approval for experiments was obtained from the Animal Ethics Committee of the First Affiliated Hospital of Xinjiang Medical University (IACUC-20121122011).

### Animal

 40 male adult SPF Wistar rats weighing 180 ± 30 g (bred at Xinjiang Medical University Animal Center, Urumqi, China) were used in the current study. These rats were housed under a thermostatically regulated condition with 12 h light/dark cycles. To ameliorate the suffering of these rats, we have made them acclimatized for one week before the initiation of the study, and have given them standard laboratory chow and water, ad libitum.

### Groups, and establishment of experimental model

A total of 40 rats were divided into four groups randomly (10 rats per group). The four groups were NC-normal control, CS- combined-stress, SH-sham, and UC- ulcerative-colitis. Five rats were kept in each cage (45 cm long × 35 cm wide × 19 cm high).

The rats from normal-control (NC) group were housed and fed in the standard conditions. The hot-dry environment was induced on the rats of combined-stress (CS) group by being kept in the climatic cabinet (Jinhong, Shanghai, China) from 11:00 am to 9:00 pm (at 26 ± 2 °C and 36%–40% relative humidity). Emotional stress was induced by the application of repeated electric foot-shocks in the electric foot-shock apparatus (20–30 V, interval 0.2–0.5 s during 20 min/day) before being housed in the climatic cabinet. The experimental routine was repeated for 10 days. This procedure was carried out in accordance with the guidelines for animal handling approved by Animal Ethics Committee of Xinjiang Medical University.

The rats from sham (SH) ulcerative-colitis (UC) groups were also housed and fed in the standard conditions. On the 10th day, rats from SH and UC group were subjected to control saline enema and TNBS/ethanol enema, respectively, under light ether anesthesia according to previous studies^17,18^. All rats were sacrificed 24 h later.

### Harvesting of blood and organ samples

On the 11^th^ day, all rats from the four groups were sacrificed by cervical dislocation under light ether anesthesia^30^. The blood, hypothalamus and colon tissues were collected quickly. Blood was harvested from abdominal aorta and collected in Vacutainer Plastic Blood Collection tubes (BD, New Jersey, USA). For each of the four groups, three rats from each cage were randomly selected and their organs were immediately frozen in liquid N_2_ and stored at −80 °C until preparation of total RNA for RNA-seq experiments. Therefore, there were two RNA-seq biological repeats for each group.

### Histological analysis and quantification

The hypothalamus and colon tissues were fixed in 4% paraformaldehyde (PFA) in PBS for 24 h and embedded in paraffin. 3-μm sections were cut using a paraffin microtome with stainless steel knives. The sections were mounted on glass slides, stained with hematoxylin-eosin (H&E) for general morphology. The stained sections were analyzed by optical microscope and digital photography integrated system (Nikon, Japan) using the affix color model.

The damage of colon sections was assessed according to a histological grading scale, which takes into consideration both inflammatory cell infiltration and tissue damage^31^. As such, the inflammatory cell infiltration was scored as follows: 0 = no infiltration; 1 = increased number of inflammatory cells in the lamina propria; 2 = inflammatory cells extending into the submucosa; and 3 = transmural inflammatory cell infiltration. The tissue damage was scored as follows: 0 = no mucosal damage; 1 = discrete epithelial lesions; 2 = erosions or focal ulcerations; and 3 = severe mucosal damage with extensive ulceration extending into the bowel wall.

### Assessment of thyroid function

Serum concentrations of T3, T4, fT3 and fT4 were measured by automatic electrochemical luminescence immunoassay system of Cobas e601 (Roche, Switzerland).

### RNA extraction and cDNA library preparation

Three whole organs from three rats in the same cage were ground together (mortar and pestle, under continuous liquid N_2_ chilling) into fine powder before RNA extraction. Ground organ tissue was stored at −80 °C. Total RNA was extracted from 30 mg ground tissue using hot phenol method. The RNA was further purified with two phenol-chloroform treatments and then treated with RQ1DNase (Promega, Madison, WI, USA) to remove DNA. The quality and quantity of the purified RNA was determined by measuring the absorbance at 260 nm/280 nm (A260/A280) using Smartspec Plus (BioRad, USA). The integrity of the RNA was further verified by 1.5% agarose gel electrophoresis.

For each sample, 10 μg of total RNA was used for RNA-seq library preparation. Polyadenylated mRNA was purified and concentrated with oligo(dT)-conjugated magnetic beads (Invitrogen, Carlsbad, CA, USA). The purified mRNA was iron fragmented at 95 °C and followed by end repair and 5′ adaptor ligation. Then reverse transcription (RT) was performed with RT primer harboring 3′ adaptor sequence and randomized hexamer. The cDNA was purified, amplified, and stored at −80 °C until used for sequencing. 12 cDNA libraries were constructed for RNA-seq.

### High-throughput sequencing

The high-throughput sequencing based on Illumina Nextseq. 500 system belongs to pair-end sequencing (ABlife Inc., Wuhan, China). The fragments generated by the cDNA libraries were sequenced from 5′ and 3′ ends to produce paired-end reads. The raw image datum obtained were transferred into nucleotide sequence datum upon base calling, generating the raw reads, and saved as ‘FASTQ’ files.

### Bioinformatic analysis

The clean reads were generated after removing adaptor sequences and low quality sequences. RPKM (reads per kilobase per million mapped reads), was used to calculate the expression levels of genes. To measure the RPKM value and screen out the differentially expressed genes (DEGs), we applied the software edge R^21^, which is specifically used to analyze the differential expression of genes using RNA-Seq data. Genes with RPKM < 0.1 in every sample were removed prior to analysis. To determine whether a gene was differentially expressed, the analysis results were based on the fold change (FC ≥ 1.5) and P-value (P ≤ 0.01).

To predict gene function and calculate the functional category distribution frequency, KEGG (Kyoto Encyclopedia of Genes and Genomes) analyses were employed using DAVID bioinformatics resources^32^. The networks were constructed by calculating the Pearson correlation coefficient (PCC) of the DEGs. Cytoscape (v3.0.2) was used to display the co-expression network^33^.

### Quantitative real-time polymerase chain reaction (qRT-PCR)

To elucidate the validity of the RNA-seq data, qRT-PCR experiments were performed for some DEGs. The relative gene expression of each gene was calculated using the Livak and Schmittgen 2^−ΔΔCt^ method^34^, normalized with the *GAPDH* gene of rat. The same RNA samples for RNA-seq were used for qPCR. In each sample, l μg of pooled RNA was reversely transcribed using the PrimeScriptTM RT Reagent Kit (Takara, Dalian, China) according to the instruction from the manufacturer. qPCR was performed on the Bio-Rad S1000 with Bestar SYBR Green RT-PCR Master Mix (DBI Bioscience, Shanghai, China). The PCR conditions are consisted of 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s, 60 °C for 1 min. Primer sequences: C3: 5′-GCG GAA GTG TTG TGA GGA TG-3′ (forward), 5′-ATG GTC TCT TCT GTG CTG CT-3′ (reverse); Cd53: 5′-CAC TGA ACT GCC AGA TTG ACA-3′ (forward), 5′-CCT TAT GGA ATG GGT GCT TTG A-3′ (reverse); Cxcl1: 5′-CGA TGG TCG TTC AAT TCC AAT T-3′ (forward), 5′-ATC TCT CCG CCC TTC TTC C-3′ (reverse); Il1b: 5′-TTT CCC TCC CTG CCT CTG A-3′ (forward), 5′-GAC AAT GCT GCC TCG TGA C-3′ (reverse); GAPDH: 5′-AAG TTC AAC GGC ACA GTC AAG-3′ (forward), 5′-ACA TAC TCA GCA CCA GCA TCA-3′ (reverse).

### Statistical analysis

The results were presented as mean ± SE. For comparison between two groups, the significance of difference between means was determined by Student’s *t-*test. A value P < 0.05 was regarded as statistically significant.

### Online data deposition

The RNA-seq data has been deposited in NCBI Gene Expression Omnibus(GEO) under accession code GSE92858.

## Electronic supplementary material

Dataset 8

Dataset 1

Dataset 2

Dataset 3

Dataset 4

Dataset 5

Dataset 6

Dataset 7

# Supplementary material for: Thyroid Dysfunction, Neurological Disorder and Immunosuppression as the Consequences of Long-term Combined Stress
**Source:** Sci Rep. 2018 Mar 14;8:4552. doi: 10.1038/s41598-018-19564-y
**Supplement:** Supplementary file 1 — Dataset 8

**Thyroid Dysfunction, Neurological Disorder and Immunosuppression as the Consequences of Long-term Combined Stress**

Jingping Zhang**1**, Jingjing Huang**2**, Kasimujiang Aximujiang**1**, Chenbo Xu**1**, Abulaiti Ahemaiti**2**, Guixia Wu**3**, Li Zhong**1** & Kurexi Yunusi**1***

**Table S1.** Statistics of RNA-seq data.

**Table S2.** Mapping of clean reads on the reference genome.

**Table S3.** The differentially expressed genes (DEGs) were detected in the comparisons of *CSH* vs. *NCH*, *UCH* vs. *SHH*, *CSC* vs. *NCC* and *UCC* vs. *SHC*.

**Table S4.** KEGG analysis of differentially expressed genes (DEGs) from *CSH* vs. *NCH*.

**Table S5.** KEGG analysis of differentially expressed genes (DEGs) from *CSC* vs. *NCC*.

**Table S6.** KEGG analysis of differentially expressed genes (DEGs) from *UCC* vs. *SHC*.

**Table S7.** KEGG analysis of differentially expressed genes (DEGs) from *UCH* vs. *SHH*.

How the deposited data were processed for this re-analysis (not part of the article)

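Messenger RNA of hypothalamus and colon was measured in 16 libraries, 2 for each of the NC, CS, SH and UC groups in each tissue, and each library came from a pool of 3 rats of one cage. The authors mapped the reads to the rat genome build Rnor_5.0 with TopHat according to the paper (TopHat2 in the submitters' processing notes) and used edgeR for RPKM and differential expression. The tool that counted reads per gene, its strand setting and the annotation release are not given in the sources used here, so genes that overlap on opposite strands or share reads with close copies are uncertain. The authors deposited whole-number read counts for 21635 genes, which are not normalized, and the tests rest on these counts. They also deposited RPKM for the same genes, counts scaled by gene length and by library size, and these are printed as levels. The paper states that genes with RPKM under 0.1 in every sample were removed, but 1086 such genes are in the tables, and they were left out here before testing.

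Conditions and replicates were taken from the sample labels and the paper. Counts were tested with edgeR 4.0.16 in R 4.3.3. TMM factors, dispersions and robust quasi-likelihood fits were estimated over the 8 libraries of a tissue with 1 coefficient per group, and the contrasts were CSH vs. NCH, UCH vs. SHH, CSC vs. NCC and UCC vs. SHC, with UC vs. NC and SH vs. NC beside them. Genes without a count in the tissue were left out too, which left 19430 genes in hypothalamus and 19581 in colon. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and numbers at the paper's thresholds, P of at most 0.01 and a fold change of at least 1.5, are given beside that. Standard errors are the size of the log2 fold change divided by the square root of the F statistic. Tests are two-sided. RPKM are given as mean and SD of n = 2 pools, which measure the spread between pools and not between rats.

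The fit was tested on simulated data with known changes, where 9.15% of the calls for CSH vs. NCH and 11.8% of those for CSC vs. NCC were false, and the median estimated log2 fold change of genes changed 4-fold was 2.02 in both. Alternatives set before the data were examined were DESeq2 1.42.0, other size factors (RLE), no filter on low values, edgeR's filterByExpr, only the 4 libraries compared, edgeR's exact test, the replicate number as a block, edgeR's legacy quasi-likelihood method, each library left out in turn, NC in place of SH as the control, and a fold change of 2. Each library rested on 8247860 to 13780110 counts, and genes with a few counts, such as Tshb, are measured with little precision.

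The rule for the genes to be named, also set then, took those the paper's text names, the node genes of Fig. 4G and 4H, the 10 called genes with the largest rise and the 10 with the largest fall that have a symbol and a mean of at least 20 normalized counts in the higher group, and members of gene lists. The tables give Ensembl gene IDs, the reference table used here pairs none of them with a symbol, and the paper's text pairs 6. So Cga, Tshb, Cd53, Cxcl1, C3 and Il1b are named, the other parts of the rule and every gene list could not be applied, and TRH was not analysed here. The 2 called genes of CSC vs. NCC are given by ID and were picked after their values were seen. The columns of Table S3 for UCH vs. SHH and UCC vs. SHC were incomplete in the copy used here, and no overlap with Table S3 was tested. Histology, serum hormones and qRT-PCR were not analysed here.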

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

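The test on the number of genes between UCH and NCH was chosen only after that number was seen, and the tests on tissues, gene length and depth were not. The paper does not compare its 2 control groups, and a signal appeared between them. SHH and NCH differed in 3046 genes at an adjusted p under 0.05 in edgeR's quasi-likelihood test, and SHC and NCC in 2753 genes. Cxcl1 was among the latter, with a log2 fold change of 1.07 in SHC (standard error 0.24, adjusted p = 0.00879).

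Of the 3180 genes called between UCH and SHH, 9 were among the 18 called between UCH and NCH. In a fit over the 14958 genes with a length, 92.2% of the 3400 called genes were still called after the trend on length was removed. This argues against gene length. After all libraries were thinned to 10026922 counts, 3451 genes were called. The totals were alike before thinning, at 10066765 to 11064173 counts in SHH and 10994592 to 11704915 in UCH. Thinning could therefore hardly change the number, and it does not test the raw reads or the mapped shares. A candidate explanation for most of the genes called in UCH vs. SHH is SH libraries made or sequenced apart from the others. Tables S1 and S2 show the SH libraries apart in reads and mapping. The paper's methods count 12 libraries and its results list 16, but the methods do not say which are meant. The log2 fold changes of SH against NC in hypothalamus and colon had a correlation of 0.331 across 11406 genes. It was 0.169 for CS and -0.02 for UC against NC. Genes are not independent replicates, and by the paper's account of harvesting the pools of both tissues appear to come from the same rats. An effect of enema and ether that SH and UC rats both had would cancel in UCH vs. SHH, and an effect of the saline enema that the TNBS/ethanol enema did not have was not tested and cannot be told apart from a batch that holds the SH libraries alone.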

How the results depend on the processing

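None of the alternatives was chosen after the results were seen. UCC vs. SHC stayed within 1.5 times its number of genes under every alternative run, from 4556 to 6851 at an adjusted p under 0.05 and from 3808 to 5731 at the paper's thresholds. Its 4 named genes stayed called in all 13 alternatives.

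At an adjusted p under 0.05, the 0 genes of CSH vs. NCH became 31 with legacy quasi-likelihood, and 0 to 2 with 1 library left out. The 3180 genes of UCH vs. SHH became 18 with the NC control, and 1046 to 2392 with 1 library left out, the lowest without SHH replicate 2. The 2 genes of CSC vs. NCC became 277 with DESeq2, 0 with filterByExpr, 6 with the replicate block, 109 with legacy quasi-likelihood, 1 with only the 4 libraries compared, 345 with the exact test, and 0 to 138 with 1 library left out, the highest without NCC replicate 2.

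At the paper's thresholds, the 41 genes of CSH vs. NCH became 17 with DESeq2, 26 with filterByExpr, 27 with the replicate block, 107 with legacy quasi-likelihood, 21 with only the 4 libraries compared, 80 with the exact test, and 53 to 80 with 1 library left out. The 2175 genes of UCH vs. SHH became 227 with the NC control and 889 at a fold change of 2, and 1455 to 2120 with 1 library left out. The 500 genes of CSC vs. NCC became 777 with the exact test and 158 at a fold change of 2, and 246 to 586 with 1 library left out. The cause of these moves was not tested, apart from the fold change of 2, which is stricter.

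With 1 library left out, the log2 fold change in CSH went from -3.12 to 4.80 for Cga and from -4.39 to 3.79 for Tshb, the lowest without CSH replicate 1, the pool with most of their counts in CSH. The -4.39 is a fitted value and no measured fold change, since Tshb has 0 counts in CSH replicate 2. A group left with 1 library is assumed to vary like the other groups. A pool is from 1 cage, each cage held rats of 1 group, no source used here ties the numbers of different groups, and same-numbered libraries of a tissue had deviations with correlations of -0.30 to 0.13. With the replicate block, UCH vs. SHH had 2471 genes and UCC vs. SHC 6077 at an adjusted p under 0.05. Gene list alternatives were not run, since no list could be tested. Depth limits genes with few counts, such as Tshb with 0 to 36 counts per hypothalamus library.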

Differences from the paper's values

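At the thresholds the paper states, it gives 304 genes for CSH vs. NCH, 113 of them higher and 191 lower in its Table S3, where 41 were found here, 15 higher and 26 lower. The paper names edgeR but none of its tests, so its numbers may come from another test than the one used here. The UC columns of Table S3 were incomplete in the copy used here and were not used. None of the alternatives set before the data were examined came within 1.5 times of the paper's numbers for this comparison, and legacy quasi-likelihood came nearest with 107. For CSC vs. NCC the paper gives 1171 genes, 465 higher and 706 lower in Table S3, where 500 were found here, 181 higher and 319 lower. The number lower came within 1.5 times with the exact test (526) and the number higher without NCC replicate 1 (343), and the total came within 1.5 times under none. Cd53 was at about 4 RPKM in CSC and about 9 RPKM in SHC in Fig. 5G and 5H, read by eye, and at 7.35 and 13.8 RPKM in the deposited table. The figure was lower for Cd53 in the other 2 colon groups too, at about 14 RPKM in NCC and 68 in UCC, beside 22.9 and 103 RPKM here, so its order of the groups is the same. No alternative in the same unit was set for these levels.

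The paper states that Cga and Tshb are DEGs in both CSH vs. NCH and UCH vs. SHH. At its thresholds neither passed here in either comparison, with an unadjusted p from edgeR's quasi-likelihood test of 0.446 for Cga and 0.131 for Tshb in CSH, and of 0.26 for Cga and 0.0386 for Tshb in UCH. In CSH, both passed with legacy quasi-likelihood, and Tshb also without CSH replicate 2. In UCH, both passed with legacy quasi-likelihood and with the exact test, and Tshb also with the replicate block and with only the 4 libraries compared. The paper describes the level of both genes in NC and SH as very low. Cga had 6.7 RPKM in NCH replicate 2 and 4.35 and 3.69 RPKM in SHH, above its 0.37 RPKM in CSH replicate 2, while Tshb was at or under 0.62 RPKM in NCH and at 0 in SHH. The paper states that Cd53 and Il1b are DEGs in CSC vs. NCC together with Cxcl1 and C3. Cxcl1 and C3 passed here, but Cxcl1 did not with only the 4 libraries compared, with the exact test, without CSC replicate 1 and without NCC replicate 2, and C3 did not with any 1 of the 4 libraries left out. Cd53 did not pass (p = 0.0128), but passed with DESeq2, filterByExpr, the replicate block, only the 4 libraries compared, the exact test, and without NCC replicate 2, and Il1b passed under none. All 4 genes were lower on average in CSC, as the paper states.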

Other observations

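The tests on the patterns below were set before their results were seen, but the bootstrap interval and the numbers of genes from other pairs in the test on Cga and Tshb, and the comparison of totals in the test on NCC, were added only after the results were seen. Cd53 and C3 were measured in hypothalamus too. Cd53 was at 4.78 ± 0.17 RPKM in CSH and 4.30 ± 0.247 RPKM in NCH, and C3 at 2.20 ± 0.127 RPKM in CSH and 2.49 ± 0.424 RPKM in NCH (SD, n = 2 pools each), with an adjusted p of 1 for both from edgeR's quasi-likelihood test. UCH vs. SHH and UCC vs. SHC called 429 genes higher in both tissues and 540 lower in both, where independent lists would share 249 and 291. Both comparisons use the SH libraries, so these numbers do not show an effect of UC in both tissues. The pools of both tissues also appear to come from the same rats. SHH vs. NCH and SHC vs. NCC called 369 genes higher in both tissues and 212 lower in both, where independent lists would share 123 and 102.

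Cga and Tshb were high in 1 of the 2 CSH libraries, and a candidate explanation is a set of transcripts that varies between pools of any group. Besides these 2 genes, 51 genes with at least 20 counts in CSH replicate 1 had a CPM there at least 4 times that in replicate 2, where the same rule gave 10 genes for CSH replicate 2 over replicate 1, 54 for NCH replicate 2 over replicate 1 and 22 to 32 in the other pairs and directions. The log2 ratios given next had 0.5 CPM added to both values. That makes the ratios of genes with few counts smaller, so they can lie under the 4 times of the rule. The median log2 ratio of the 51 genes was 1.65 in the CSH pair they were picked from. It was 0.04 for UCH replicate 1 over replicate 2 (95% bootstrap interval over genes from -0.21 to 0.32), where the log2 ratio of Cga was 2.57. For NCH replicate 2 over replicate 1, a pair in which Cga also differed, the median was 0.45 (from 0.02 to 0.62). By these ratios, 6 of the 51 genes were at least 2-fold higher in the UCH pair, 9 in the NCH pair and 3 in the SHH pair. Both medians lay under 0.5, the bound chosen beforehand for arguing against such a set, so by that rule they argue against it. The interval of the UCH pair also lies under 0.5, but that of the NCH pair reaches above it. The intervals were added after the medians were seen, and they cover the spread between genes and not between pools. So a set that moves with Cga in only some pairs cannot be told apart from an effect of combined stress on 1 CSH pool.

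The genes lower in CSC than in NCC at the paper's thresholds were fewer without NCC replicate 1, with 211, than without NCC replicate 2, with 453, a ratio of 0.466. The genes higher went the other way, with 343 and 133, so the totals were alike, 554 and 586, although at an adjusted p under 0.05 they were 5 and 138. The NCC libraries differ from each other, and which of them is the odd one cannot be told apart from these numbers. An effect of combined stress stays open and was not tested apart from the difference between the NCC libraries. Cd53, C3 and Cxcl1 were below both NCC libraries in both CSC libraries, and Il1b overlapped. The paper named these genes as lower from the same libraries, so their values are no independent sign of such an effect.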
